# A Microarray-Based Analysis Reveals that a Short Photoperiod Promotes Hair Growth in the Arbas Cashmere Goat

**DOI:** 10.1371/journal.pone.0147124

**Published:** 2016-01-27

**Authors:** Bin Liu, Fengqin Gao, Jun Guo, Dubala Wu, Bayasihuliang Hao, Yurong Li, Cunfa Zhao

## Abstract

Many animals exhibit different behaviors in different seasons. The photoperiod can have effects on migration, breeding, fur growth, and other processes. The cyclic growth of the fur and feathers of some species of mammals and birds, respectively, is stimulated by the photoperiod as a result of hormone-dependent regulation of the nervous system. To further examine this phenomenon, we evaluated the Arbas Cashmere goat (*Capra hircus*), a species that is often used in this type of research. The goats were exposed to an experimentally controlled short photoperiod to study the regulation of cyclic cashmere growth. Exposure to a short photoperiod extended the anagen phase of the Cashmere goat hair follicle to increase cashmere production. Assessments of tissue sections indicated that the short photoperiod significantly induced cashmere growth. This conclusion was supported by a comparison of the differences in gene expression between the short photoperiod and natural conditions using gene chip technology. Using the gene chip data, we identified genes that showed altered expression under the short photoperiod compared to natural conditions, and these genes were found to be involved in the biological processes of hair follicle growth, structural composition of the hair follicle, and the morphogenesis of the surrounding skin appendages. Knowledge about differences in the expression of these genes as well as their functions and periodic regulation patterns increases our understanding of Cashmere goat hair follicle growth. This study also provides preliminary data that may be useful for the development of an artificial method to improve cashmere production by controlling the light cycle, which has practical significance for livestock breeding.

## Introduction

In Inner Mongolia, the Cashmere goat (*Capra hircus*) is important for its wool. Cashmere is always used to make luxury knitted fabric; thus, it has great economic value. The hair of the Cashmere goat is mainly divided into two types: guard hair produced by primary hair follicles and under hairs (referred to commercially as cashmere) produced by secondary follicles [1]. The hairs are highly similar in structure and composition but have notable differences in the degree of fineness, which is determined by each follicle's size and shape. Cashmere production depends primarily on the area and length of the cashmere fiber, which are determined by the number of secondary follicles and the hair growth cycle [2]. Moreover, there is a large difference among the different varieties of Cashmere goat. In addition to genetic factors, environmental factors are also important, including photoperiod, nutrition, and livestock management. Nutritional conditions typically affect cashmere production and quality, and the seasonal photoperiod induces a large increase in cashmere production [3]. This seasonal phenomenon depends on the photoperiod-dependent regulation of the endocrine and the nervous systems by illumination, which can release a variety of hormones. Previous studies have shown that melatonin (MEL) [4–6], prolactin (PRL), growth hormone, insulin-like growth factor 1 (IGF-1), and thyroid hormone directly affect cashmere growth in Australian goats [7–12].

Arbas Cashmere goats (Fig 1A), a type of Inner Mongolian white Cashmere goat, are distributed in the western areas of Inner Mongolia, China, and their cashmere growth exhibits a strong seasonal variation [13] similar to that of Australian Cashmere goats. The activity of the secondary hair follicles (referred to as vellus hair) is regulated by various molecular signals with strict periodicity, which proceeds through the anagen, catagen, and telogen phases. In contrast, primary hair follicles do not have a clear telogen. Because the secondary hair follicles were activated relatively late in March, the cashmere grows out of the skin until July; thus, this stage should be named pro-anagen. This growth cycle of secondary hair follicles is related to the season; thus, the length of Cashmere goat fiber is strongly influenced by the season, and the inherent biological mechanism underlying this regulation is highly complex [14, 15]. The cashmere of Arbas begins to grow out of the skin from July to August, stops in the following January, and begins to molt at the end of April or early May when the new cashmere follicles are activated [13]. Exogen and kenogen have been identified and may be superimposed on telogen. In mice, the process of shedding hair shafts is called exogen. Kenogen means that the exhausted exogen hair actually sheds, and the hair follicle remains empty [16–18]. In the exogen/kenogen in Arbas Cashmere goat, the secondary hair follicles come into telogen in January until late March or early April; thus, their kenogen should occur from January to late March or early April. The secondary hair follicles come into anagen I-III, and exogen should not occur in the secondary hair follicles[19, 20].

**Fig 1:**
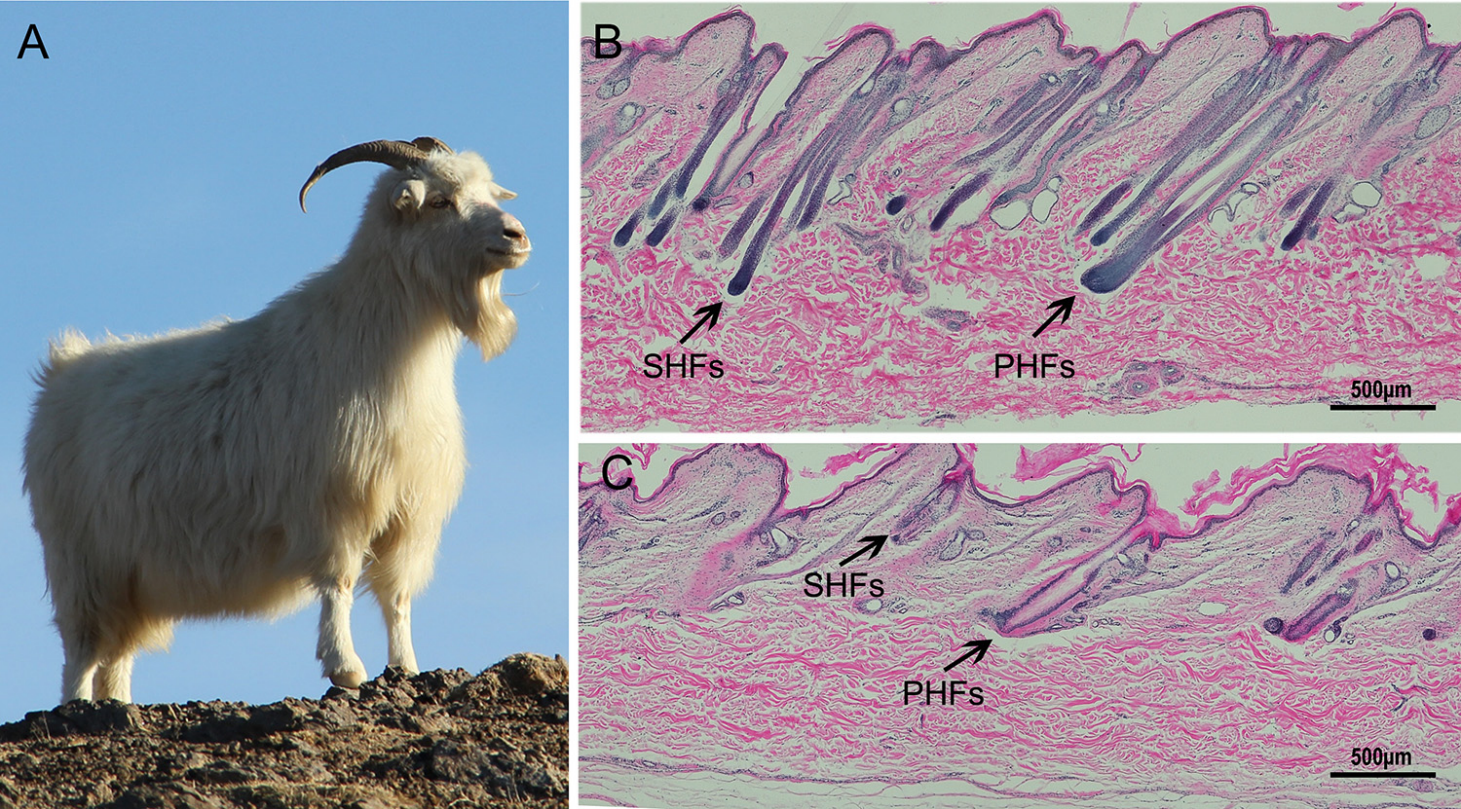
Photograph of white Arbas Cashmere goat and paraffin sections of Cashmere goat skin stained with hematoxylin & eosin. A. Photograph of a white Arbas Cashmere goat. B. Longitudinal section of goat skin sampled during the short photoperiod (anagen phase). C. Longitudinal section of goat skin sampled during the natural photoperiod (pro-anagen phase). The black arrows indicate the primary hair follicles (PHFs) and secondary hair follicles (SHFs) in the samples. Scale bars: 500 μm.

Based on previous reports [21, 22], this phenomenon is likely caused by a series of hormones produced by the nervous system in the Cashmere goat following the short-day stimulation; these hormones affect the hair follicle and regulate cashmere growth. Currently, the genes related to the hair follicle growth cycles in humans and mice have been extensively studied, but the molecular mechanisms of the growth cycle of secondary hair follicles in the Cashmere goat remain unclear. In particular, there is no detailed evidence on how the photoperiod activates anagen or the types of genes that regulate this process.

With the development of next-generation sequencing technologies, digital data analysis provides us with more specific ways to identify differential gene expression. Therefore, changes in gene expression during the different stages of the hair follicle growth cycle can be detected at the transcript level, which provides us with a theoretical basis for further study of the cashmere growth mechanism [23–25].

Using gene chip technology for expression profiling, we filtered the differentially expressed genes between the artificial short-day photoperiod and natural conditions from the skin tissue of Arbas Cashmere goats. We discuss the differences in gene expression and their possible molecular biological roles in the two types of skin tissue to provide a further theoretical basis for research on the cashmere growth mechanism.

## Materials and Methods

### Ethics Statement

This study was performed in the Cashmere goat technology demonstration zone of Ordos City in Inner Mongolia, China. The goat skin tissue was collected in accordance with the International Guiding Principles for Biomedical Research Involving Animals and was approved by the Animal Ethics Committee of the Inner Mongolia Academy of Agriculture and Animal Husbandry Sciences, which is responsible for Animal Care and Use in the Inner Mongolia Autonomous Region of China. Skin excision was performed under xylazine hydrochloride anesthesia, and all efforts were made to minimize the goats' suffering.

### Animals and Tissues

Based on their similar weights, health conditions and good reproductive performance in a group of the same strain, we chose 6 female adult Arbas Cashmere goats that were 2 years old as our research specimens and randomly divided them into a test group (T1, T2, T3) and a control group (C1, C2, C3). The goats in the test group were grazed, fed, and allowed to drink from 9:30–16:30 daily, and they were housed in a dark shed with good air conditions for the remainder of the time. The temperature in the shed was 1°C colder than the outside temperature, and the opacity was controlled at approximately 0.1 lux. The control group grazed under natural conditions. We used regular management to care for all of the goats. The only factor that differed between the two groups was the photoperiod. Our experimental study was performed from May 2011 to May 2012. We obtained samples from one side of the body. After iodine disinfection and alcohol deiodination, we cut skin samples using sterile blades, quickly placed them into liquid nitrogen and stored them in a freezer (-80°C). A portion of the skin samples was used for gene chip analysis; the residual tissues were used to prepare paraffin sections, which were cut at 7 μm for hematoxylin-eosin staining and morphological observations.

### RNA extraction and microarray hybridization

TRIzol (Invitrogen, Gaithersburg, MD, USA) was used for the total RNA extractions according to the manufacturer's protocol. The quantity and quality of RNA were measured using a NanoDrop ND-1000 spectrophotometer. The mRNAs were purified with a NucleoSpin® RNA Clean-up Kit (MACHEREY-NAGEL, Germany). The concentrations of the RNAs present in the samples and the OD 260/280 ratios of the samples were determined using a NanoDrop ND-2000 spectrophotometer. The quality was assessed by standard denaturing agarose gel electrophoresis. Reverse transcription of first-strand cDNAs was performed using an oligo dT primer with T7 promoter sequences. The control group was labeled with Cy3, and the experimental group was labeled with Cy5. The samples were sent to CapitalBio Corporation (Beijing, China) for hybridization to an Agilent Sheep Gene Expression Microarray (Santa Clara, CA, USA).

Each RNA sample was hybridized to one microarray slide. The total RNA from each sample was amplified and transcribed into a fluorescent cRNA using the Agilent Quick Amp Labeling protocol (version 5.7, Agilent Technologies). The labeled cRNAs were hybridized onto the Whole Genome Oligo Array (4x44K, Agilent Technologies). This study used the G2519F sheep gene expression profile chip from Agilent, which is 8×15k in size and contains 15,208 sheep genes for expression profiling. The labeled DNA was dissolved in 80 μl of hybridization buffer (3× saline sodium citrate [SSC], 0.2% sodium dodecyl sulfate [SDS], 5× Denhardt's solution, and 25% formamide) overnight at 42°C. After the hybridization, the gene chips were washed for 5 min (0.2% SDS, 2× SSC) at 42°C and then washed for 5 min (0.2× SSC) at room temperature. After drying, an Agilent G2565CA Microarray Scanner was used to obtain the hybridization images of the gene chips.

### Microarray data analysis

Feature Extraction software was used to transform the image signal into a digital signal, and then, the original data were normalized (fold change ≥ 2 or ≤ 0.5) using the Lowess method (locally weighted scatterplot smoothing). If there were more than three biological replicates, the samples were analyzed with SAM (Significance Analysis of Microarrays) software to select the differentially expressed genes (fold change ≥ 2 or ≤ 0.5); chip hybridization was performed with the assistance of the Beijing CapitalBio Company.

### Real-time polymerase chain reaction

We validated the differences in gene expression between Cashmere goats raised in natural and artificial conditions using the real-time quantitative polymerase chain reaction (qPCR) technique. Based on the results of the gene microarray analysis, we selected three representative genes that had significant differences for qPCR (Table 1). Information on the primer design and the amplified genes is provided in Table 1. The RNA extraction was performed according to the method described in the gene microarray analysis. Glyceraldehyde 3-phosphate dehydrogenase (GAPDH) was used as an internal standard in the real-time PCR amplification. We used the SYBR Green I fluorescence method to quantify the relative expression of each gene. Triplicate samples were used, and the cycle threshold (Ct) values were converted into relative amplification levels. The differences in gene expression between the two samples were calculated using the 2^−ΔΔCt^ method.

**Table 1:** Primers for real-time polymerase chain reaction analysis of the differentially expressed genes.

Gene	GB. Accession		Primer Sequence 5'→3'	Amplicon
**CYP1A1**	NM_001129905.1	F	ATGACCACGATGACCAAGAGTT	271
		R	TTCTCGTCCAGCCTCTTATCC	
**keratin 34**	HQ283081.1	F	ATGTGCCACCACCAATGCTA	125
		R	ACCTTTCCTGGGCTTGTTCTA	
**MLN**	NM_001009439.1	F	TTTGTTCCCATCTTCACCTACG	108
		R	GCCCACCTCCTCTGACCTC	
**GAPDH**	NM_001034034	F	AAGTTCAACGGCACAGTCAA	125
		R	ACCACATACTCAGCACCAGC	

## Results

### Histological analysis of goat skin

To ensure the accuracy of the results, the histology samples were obtained from the same tissue used for the gene chip microarray analysis. Primary hair follicles are long, do not contain kinks, and develop during the first wave of hair follicle morphogenesis [26, 27]. The subsequent growth of hair during morphogenesis is the result of secondary hair follicles. Compared with primary hair follicles, dermal papilla of secondary hair follicles produce smaller hair shafts, which are thinner and show curvatures at varying degrees. In Cashmere goats, hard, rough wool is produced from primary hair follicles, and fine and soft cashmere is produced by secondary hair follicles. The tissue sections from the short photoperiod show that the quantities of the primary hair follicles were significantly increased and extended to the subcutaneous tissue, which was clearly in anagen phase (Fig 1B). Under the short photoperiod conditions, the Cashmere goat histology results showed that hair follicles have remarkable anagen morphological characteristics and are significantly thicker compared with the control group. Primary and secondary follicles grow significantly longer, and the diameter of the dermal papilla is greater, hair follicle density also increases significantly and is about 90% more than the control group (Table 2). Furthermore, the morphological structure of the inner root sheath is clearly visible, the hair follicle passageway extends from the dermal papilla to the skin, and the hair follicle cells are active. In contrast, the control group is still in the pro-anagen phase, with thinner skin, no significant internal root sheath, and smaller and fewer hair follicles. A large amount of the hair shaft was observed to have fallen off, leaving only empty hair follicle passageways (Fig 1C). Therefore, the histomorphology results clearly show that the short photoperiod can induce the hair follicles to enter the anagen phase.

**Table 2:** Skin thickness, length of the primary and secondary follicles, density of the primary and secondary follicles and diameters of the primary and secondary follicles.

Group	Short photoperiod	Natural photoperiod
**Skin thickness (μm)**	1826.80±91.44^A^	1651.68±182.23^B^
**Length of the primary follicles (μm)**	1654.15±164.68 ^A^	916.23±217.79 ^B^
**Length of the secondary follicles (μm)**	1039.54±224.37 ^A^	433.62±63.47 ^B^
**Diameter of the primary follicle dermal papilla (μm)**	152.79±25.15 ^A^	106.18±20.68 ^B^
**Diameter of the secondary follicle dermal papilla (μm)**	68.76±21.61 ^A^	45.51±10.46 ^B^
**Density of the primary follicles (·mm**^**-2**^**)**	57.66±7.60 ^A^	27.10±1.77 ^B^
**Density of the secondary follicles (·mm**^**-2**^**)**	6.49±0.10 ^A^	3.68±0.63 ^B^

A total of 30 H&E sections were examined under short and natural photoperiods. Means with different lowercase letters within the same row indicate significant differences between different columns. Means with different capital superscripts within the same row indicate highly significant differences between different columns.

### Hierarchical cluster analysis

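Skin RNA from 6 goats was compared on 3 Agilent sheep arrays, each hybridised with the RNA of 1 goat from the short photoperiod and 1 goat of the same parent from natural conditions. On every array the short photoperiod sample was labelled with Cy5 and the natural photoperiod sample with Cy3. The dyes were swapped on 0 of the arrays, so the dye bias of a probe is contained in its ratio. The arrays lay on 1 slide and came from 1 scan, and no batch could be tested. Each array held 15744 spots, of which 15208 were not controls. These spots carried 15008 probes with 14363 sheep identifiers, of which 0 matched the goat annotation table, so that genes are named as on the array. The authors' Feature Extraction files give the mean intensity of each spot and its local background in both channels, before normalization. The median intensity of the non-control spots was 4587, 6436 and 7120 in Cy5 and 2688, 3668 and 3911 in Cy3 on replicates 1, 2 and 3. The median background was between 38.5 and 42 in Cy5 and between 23.5 and 25 in Cy3. Between 13872 and 14328 of these spots were well above background in Cy5 and between 14193 and 14602 in Cy3, and 0 were saturated. The background was corrected with normexp (offset 50) and the log2 ratio of Cy5 over Cy3 was normalized within each array by loess, so a ratio above 0 means a higher level under the short photoperiod. The 38, 65 and 91 spots with an outlier flag were left out, spots of 1 probe were averaged, and the 14977 probes with a value on at least 2 arrays were tested with limma against a ratio of 0. In the files' own spike-in controls, the observed log2 ratios had a slope of 0.629, 0.628 and 0.622 on the added ratios, so that changes of the spike-ins were understated on these arrays. The number of arrays limits the precision of every value.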

We used the G2519F (Agilent) sheep gene expression profile chip (8 ×15k), which contains 15,208 sheep genes, to analyze differences in the expression patterns of the protein-coding genes in the Cashmere goat hair follicles. We compared the results of the skin samples from the short photoperiod and natural conditions using the hierarchical clustering method in Cluster 3.0 software (Fig 2). The up-regulated genes were highly expressed in the experimental group (red), and the expression levels of the down-regulated genes were significantly decreased (green). The cluster analysis showed that the short photoperiod induces differences in gene expression in Cashmere goat skin.

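The log2 ratios of the arrays were compared across the tested probes, which are not independent replicates. Pearson's correlation was 0.321 between replicates 1 and 2, 0.178 between replicates 1 and 3, and 0.362 between replicates 2 and 3, with a mean of 0.287. Over the 126 probes with a mean change of at least 2-fold, which were selected on the same ratios, these correlations were 0.615, 0.581 and 0.538. The SD of the log2 ratios over the probes was 0.40, 0.37 and 0.49 on the respective arrays. Of the other ways of processing all tested probes, centring each array on its median in place of loess moved the mean correlation most, to 0.505, and without replicate 2 it was 0.178.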

**Fig 2:**
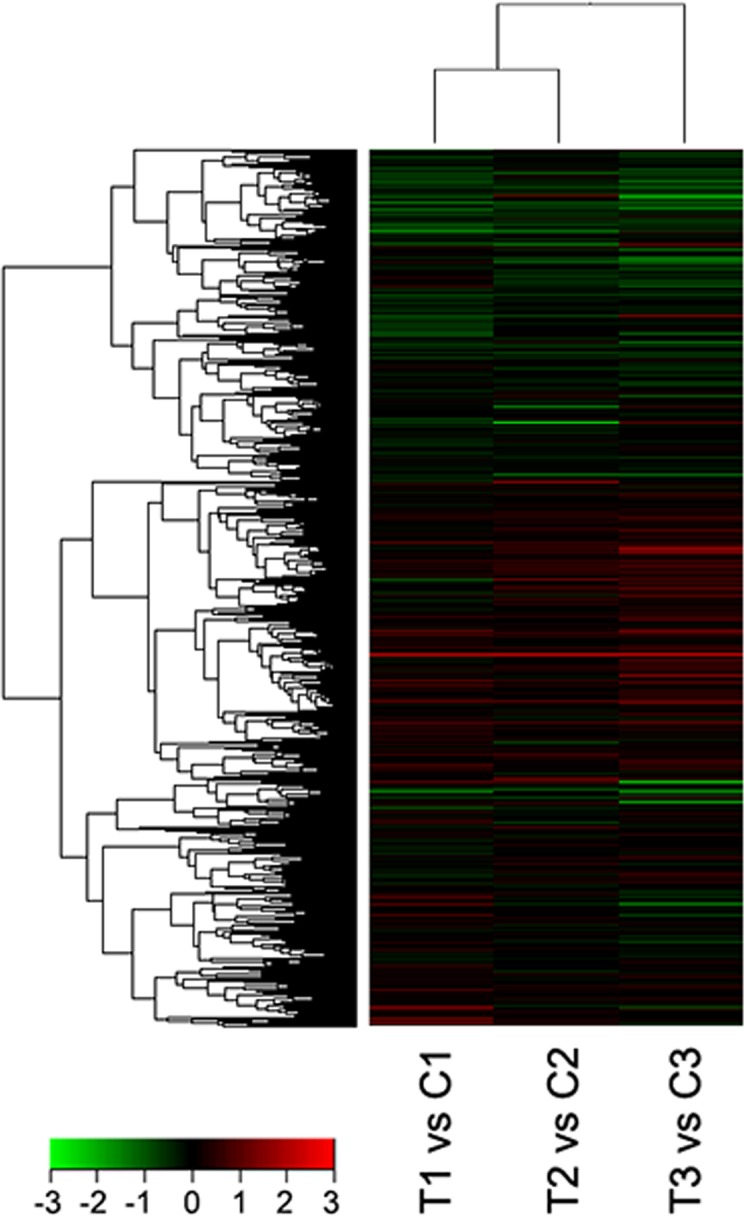
Hierarchical cluster analysis of the data from the different skin samples of goats raised under short and natural photoperiods. The color legend is at the bottom of the Fig Red indicates the genes with greater expression relative to the geometric means, and green indicates the genes with lower expression relative to the geometric means. T1, T2, and T3 represent the 3 samples of side skin from goats raised under the short photoperiod, and C1, C2, and C3 represent the 3 samples of skin from goats raised under the natural photoperiod.

### Biological process gene ontology (GO) analyses

We screened out 112 genes that were significantly differentially expressed (fold change ≥ 2 or ≤ 0.5), of which 63 genes were up-regulated (≥2) and 49 genes were down-regulated (≤0.5). 

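A mean log2 ratio over the 3 arrays of at least 1 (fold change 2) or at most -1 (fold change 0.5) was found for 64 higher and 62 lower probes. With the probes of each identifier averaged, 115 of 14342 genes passed this rule, 59 with higher and 56 with lower expression under the short photoperiod. Of the probes that passed, 101 changed in the same direction on all 3 arrays, and 17 changed at least 2-fold on every array. The authors' deposited value table, which keeps the substitute signals of spots below background, gave the largest count of 2-fold probes, 474 with 358 higher and 116 lower. With limma and Benjamini-Hochberg adjustment over all tested probes, 1 probe had an adjusted p under 0.05, that of CYP1A1, and the next lowest adjusted p was 0.139. The unadjusted p was under 0.05 for 2765 probes, where 749 would be given by chance. The number of calls was 0 with any 1 array left out, with 1605 to 2433 unadjusted p-values under 0.05. Median centring in place of loess gave the largest number of calls, 1880, of which 1014 were higher and 866 lower. SAM, which the methods name for larger numbers of replicates, called 8 probes at a q under 0.05, 5 of them higher and 3 lower, and a fit of the separate channels with the correlation within spots called 164 probes. With the channels taken as unpaired samples, 0 probes were called and 1085 had an unadjusted p under 0.05.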

Based on the gene annotations in the database, we attempted to correlate the differentially expressed genes with the regulation of the goat hair follicle. The GO results showed that the genes expressed in the Cashmere goats from the short photoperiod were functionally classified into three main ontologies: biological process, cellular component and molecular function (Fig 3). In the biological process category, the largest relative number of terms annotated to the contigs included the cellular process, metabolic process, biosynthetic process, macromolecule biosynthetic process and related regulation of the macromolecule biosynthetic process.

**Fig 3:**
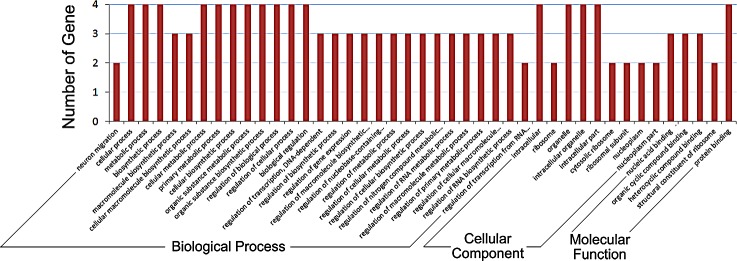
GO classifications for the differentially expressed genes. Differentially expressed genes enriched in the following GO terms are indicated: biological processes, cellular components, and molecular function.

### Results of the differentially expressed gene analysis

Because of the limitations of these results and the existing information, most of the genes have not been annotated. Based on the existing reports, we screened out 24 genes, 14 up-regulated and 10 down-regulated (Tables 3 and 4), that may be involved in the different stages of hair follicle growth and hair shaft fiber synthesis. Among these, some important genes are associated with hair follicle structure formation, such as keratin and the keratin-associated proteins keratin 27, keratin 34, and keratin 85. In addition to keratin, the cytoskeleton significantly contributes to the formation of the hair follicle, including the type I wool keratin intermediate filament and the type I keratin intermediate filament (Table 3). In addition, many genes, such as cytochrome P450, major histocompatibility complex (MHC) class I antigen, somatostatin receptor, and vascular endothelial growth factor receptor, are not directly involved in the formation of the hair follicle but may be associated with the formation of the accessory structures of the hair follicle, including glands, blood vessels, and other structures, which are vital for the growth of the hair follicle. 

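For each gene of Tables 3 and 4, the probe was taken whose mean ratio in the authors' deposited value table is closest to the paper's fold change. These 24 probes were well above background in both channels on all arrays, and all 24 changed in the direction of the tables on each of the 3 arrays. The mean change was at least 2-fold for 19 of them, 11 of Table 3 and 8 of Table 4, and 4 changed at least 2-fold on every array. In the authors' value table and in Feature Extraction's own log ratios 24 passed, which follows from the choice of probes, and 14 did under median centring and 11 without replicate 3. With limma, 1 of the 24 had an adjusted p under 0.05 over all probes, and the others had adjusted p-values from 0.155 to 0.279. When adjusted over the list alone, 23 passed, but the genes were selected on these arrays, so this is not independent evidence. K34 (LOC100526781, HQ283081) had a mean log2 ratio of 1.19 ± 0.29 (SD, n = 3). K27 (NM_001114763) had the same mean with a wider spread, 1.19 ± 0.75. K85 (K2.12, EU216428) rose by 1.16 ± 1.11, a mean close to its spread.

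**Figure D1:**
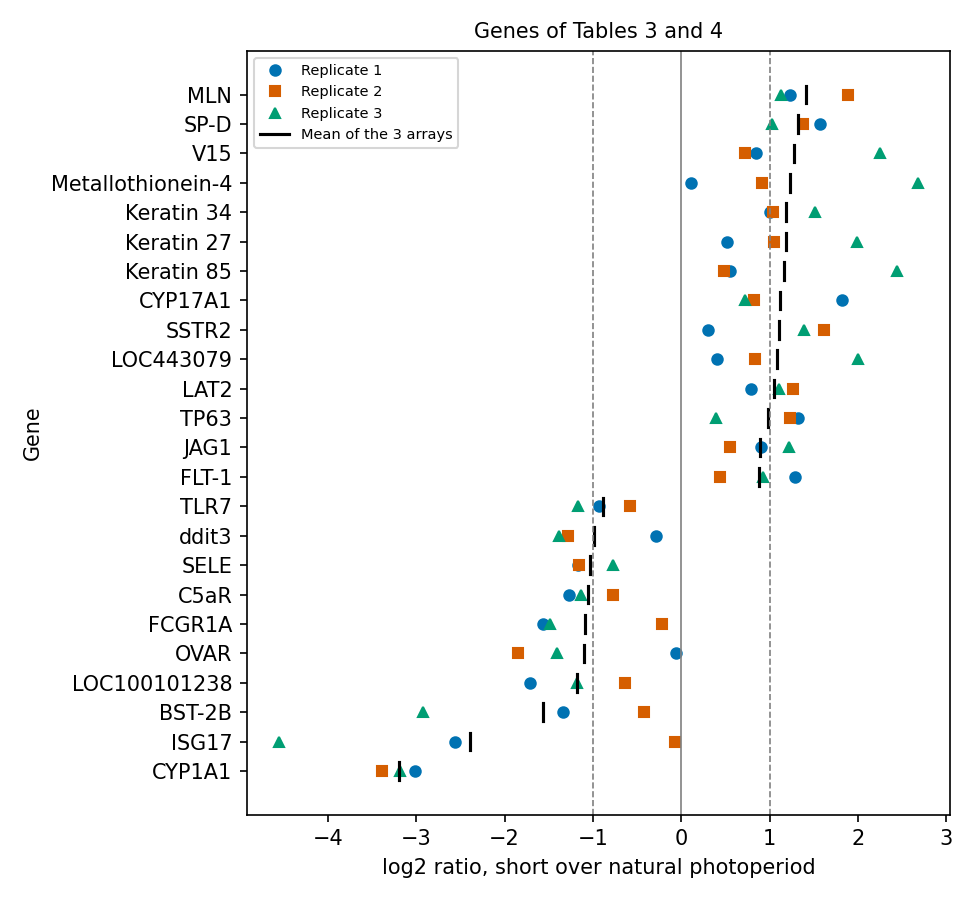
The log2 ratio of short over natural photoperiod (x axis) for the 24 genes of Tables 3 and 4 (y axis). Each symbol is 1 of the 3 arrays, the black bar is their mean, and the dashed lines mark a 2-fold change. All symbols of the upper 14 genes lie above 0 and all those of the lower 10 genes lie below 0, while the spread between arrays is wide for ISG17 and narrow for CYP1A1.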

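The type I wool keratin intermediate filament 8c1 (V15, NM_001009445) had a mean log2 ratio of 1.28 ± 0.85 (SD, n = 3), with an adjusted p of 0.187 from limma. The type I keratin intermediate filament IRSa1 (LOC443079, NM_001009739) is represented by a pair of probes, which rose by 1.08 ± 0.83 and 0.96 ± 0.94. Both genes were higher on all 3 arrays, by the most on replicate 3, where V15 reached 2.25 and the IRSa1 probes 2.00 and 2.01.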

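Among these genes, the vascular endothelial growth factor receptor-1 record FLT-1 (AF534635) was higher by 0.88 ± 0.42 (SD, n = 3) on the log2 scale, a fold change of 1.84, with an adjusted p of 0.162 from limma. The other up-regulated members, CYP17A1 and SSTR2, and the down-regulated OVAR passed the 2-fold rule in their mean but were not called. CYP1A1 (NM_001129905) was lower by far more than its spread, with a log2 ratio of -3.20 ± 0.19 and an adjusted p of 0.0192. Its adjusted p rose to 0.237 with Feature Extraction's own log ratios and to 0.110, 0.0954 and 0.0609 without replicates 1, 2 and 3, while its mean stayed between -3.29 and -3.10, and over all alternatives its adjusted p was between 0.00463, with the separate channels and their correlation within spots, and 0.314, with the channels as unpaired samples, beside a SAM q of 0.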

Taken together, these results show that the short photoperiod induces the differential expression of Cashmere goat hair follicle genes, which affects the natural cyclic activity of the hair follicle, makes the hair follicle enter the anagen phase ahead of schedule, extends the growth cycle of the hair follicle, and ultimately achieves the goal of increased cashmere production.

**Table 3:** Genes associated with the growth cycle of the hair follicle that are up-regulated in the Cashmere goat under the short photoperiod compared with natural conditions.

Gene Symbol	Gene Name	GenBank Accession Number	Fold Change
**MLN**	motilin	NM_001009439	3.5967
**CYP17A1**	"cytochrome P450, family 17, subfamily A, polypeptide 1"	NM_001009483	2.4345
**LOC100125618**	metallothionein-4	NM_001105260	2.406
**V15**	type I wool keratin intermediate filament 8c1	NM_001009445	2.3194
**K27**	keratin 27	NM_001114763	2.3069
**LOC100526781**	keratin 34	HQ283081	2.3041
**SSTR2**	somatostatin receptor 2	AF335550	2.2758
**FLT-1**	vascular endothelial growth factor receptor-1	AF534635	2.2321
**K2.12**	keratin 85	EU216428	2.2016
**LOC443079**	type I keratin intermediate filament IRSa1	NM_001009739	2.0122
**SP-D**	surfactant protein D	AJ133002	2.7986
**TP63**	tumor protein p63	EF491630	2.276
**LAT2**	"linker for activation of T cells family, member 2"	AY162433	2.2725
**JAG1**	jagged 1	DQ152971	2.2057

**Table 4:** Genes associated with the growth cycle of the hair follicle that are down-regulated in the Cashmere goat under the short photoperiod compared with natural conditions.

Gene Symbol	Gene Name	GenBank Accession Number	Fold Change
**FCGR1A**	"Fc fragment of IgG, high affinity Ia, receptor (CD64)"	NM_001139452	0.4764
**OVAR**	MHC class I antigen	NM_001130934	0.4645
**LOC100101238**	regakine 1-like protein	NM_001099629	0.453
**BST-2B**	bone marrow stromal cell antigen 2B	NM_001178051	0.3148
**ISG17**	interferon-stimulated gene 17	NM_001009735	0.1902
**CYP1A1**	cytochrome P4501A1	NM_001129905	0.1034
**SELE**	selectin E	NM_001009749	0.4907
**C5aR**	C5a anaphylatoxin receptor	EE828358	0.487
**ddit3**	DNA damage-inducible transcript 3	FE020981	0.4844
**TLR7**	toll-like receptor 7	NM_001135059	0.4692

### qPCR validation

To verify the gene chip results, we selected three genes, CYP1A1, keratin 34 and MLN, for qPCR and compared their expression patterns (Fig 4). 

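In the array data, MLN (NM_001009439) had a log2 ratio of 1.42 ± 0.41 (SD, n = 3), a fold change of 2.67, with 1.23, 1.89 and 1.13 on replicates 1, 2 and 3. For CYP1A1 the arrays gave -3.02, -3.39 and -3.19, a fold change of 0.109, and for K34 a fold change of 2.28. All 3 genes kept these directions on every array. GAPDH, the reference gene of the qPCR, had a log2 ratio of 0.15 on the 2 arrays where its spot had no flag, with an adjusted p of 0.565 from limma, and 0.94 under median centring, where its adjusted p was 0.0352, the lowest of a range up to 0.674. The qPCR measurements were not analysed here.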

Although the mRNA expression levels were not significantly different from the gene chip microarray, their trends were highly similar and reflected the reliability of the gene chip analysis results.

**Fig 4:**
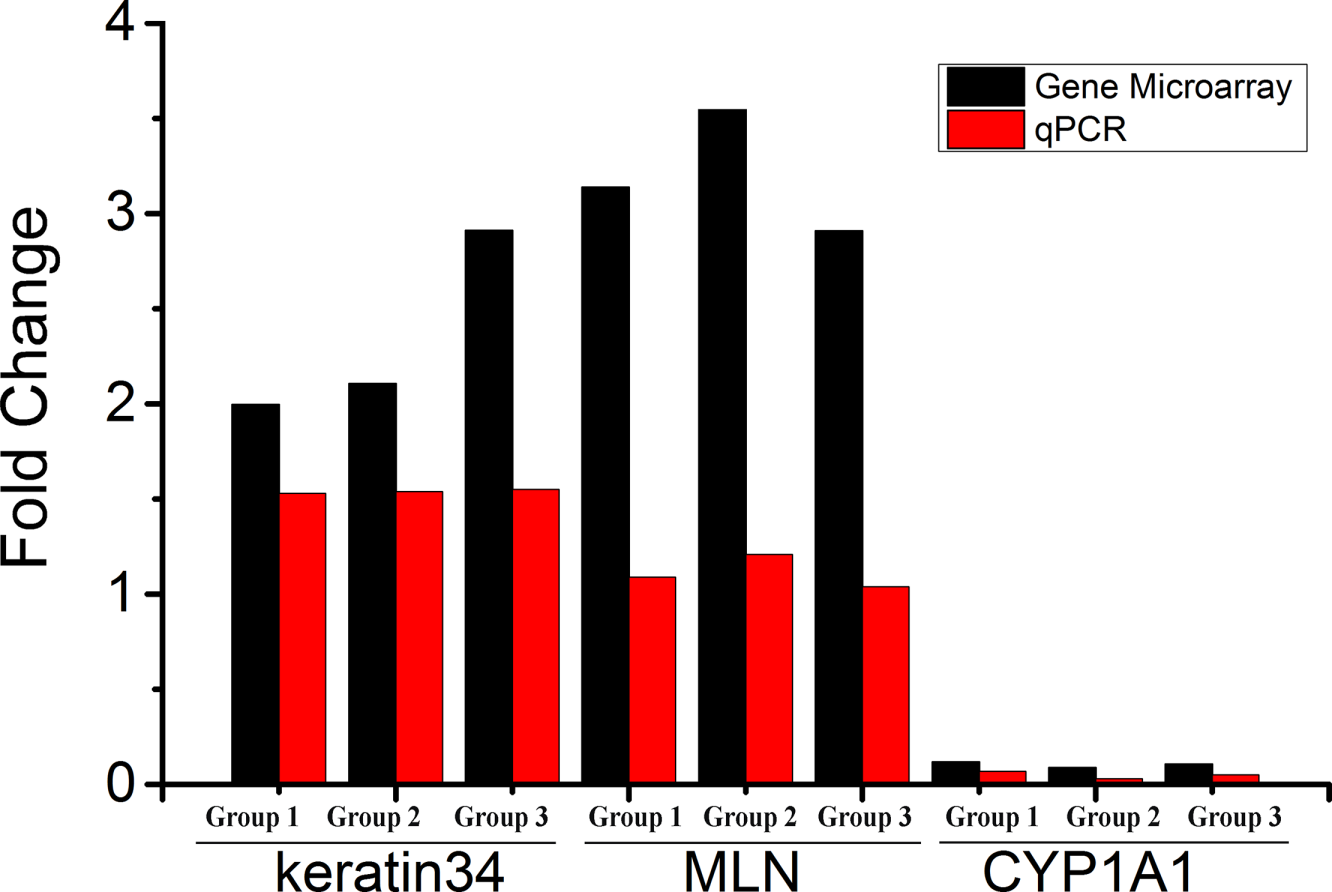
qPCR validation of the expressed genes. For the 3 randomly selected differentially expressed genes, the fold changes of the genes in the short and natural photoperiods were assessed by qPCR (red bar) and compared to those detected in the gene chip microarray (black bar). All Ct values were normalized to GAPDH, and replicates (n = 3) of each sample were run. The P values (T-test) of the Q-PCR data are 0.1096 (keratin 34), 0.0003 (MLN), and 0.0201 (CYP1A1).

## Discussion

### Experimental method and analysis of the results

This study uses a gene chip microarray to study cyclic changes in cashmere growth under manual short photoperiod intervention and compares them to the related gene expression profiles in the hair follicles of Cashmere goats in artificial and natural conditions. All of the samples were obtained in July. Marked differences in gene expression can be observed between the two conditions at this time point, when the secondary follicles of the Cashmere goat have not entered the anagen phase. Therefore, the impact of the original cyclic growth of the hair follicle can be ruled out, and we can ensure that these differences in gene expression are highly reliable. In addition, it is common to study hair follicle-associated gene expression by analyzing skin samples. However, other parts of the skin, in addition to the hair follicles, might influence the gene expression specificity; therefore, in future studies, our analysis of the gene expression results must be more precise to eliminate as much interference as possible.

Due to the limitations of the reproductive characteristics among Cashmere goats, we cannot obtain multiple individuals who have precisely the same genetic background. To ensure the accuracy of our tests, we chose Cashmere goats of the same gender and of similar ages and nutritional conditions, and each Cashmere goat bred in the short photoperiod was compared to a fellow individual (of the same parent) under natural conditions. Thus, we ensured the accuracy and reliability of the differences in gene expression to the extent feasible. In addition, we chose three representative genes for qPCR, and the results were consistent with the microarray data, further demonstrating the reliability of our results.

In this study, we analyzed the molecular activity related to hair follicle growth. Microarray technology helped us to identify genes with greater than 2-fold differences in expression between the two groups, and compared to the complete microarray data, the number of these genes was greatly diminished (112/15,208), which narrows the scope of the relevant genes for hair follicle activity. We also verified the results though qPCR.

### Differences in the expression of genes related to hair structure formation

The most obvious among these differentially expressed genes were those related to keratin protein and keratin-associated protein expression. 

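All probes whose name or description on the array holds keratin were tested together with limma's camera. Of 30 such probes, 24 had a value on every array, and these had a mean log2 ratio of 0.58 ± 0.45 (SD of the array means, n = 3) and a median of 0.72. The mean was 0.45, 0.21 and 1.08 on replicates 1, 2 and 3, and 19 of the 24 probes were higher under the short photoperiod. Some genes, such as K35 and K38, have more than 1 probe in the set, so its probes are not independent. Against all other probes the set had an adjusted p of 5.2e-06 with camera's preset correlation of 0.01. With the correlation estimated from the data, 0.329, the adjusted p was 0.405, and with fry, a rotation test, it was 0.27. Without the 6 probes of genes in Table 3 the mean was 0.39, with an adjusted p of 0.00263 from camera, and of the other processings median centring moved the mean of the whole set most, to 1.05. The single-probe counts take all 29 keratin probes tested, including those without a value on every array. When adjusted over these alone, 8 had an adjusted p from limma under 0.05 and over all probes 0. The 2-fold rule was passed by 7 higher and 0 lower keratin probes among the 64 higher and 62 lower probes on the array. The KAP6 and KAP7 probes are not in the set, since their descriptions on the array do not hold keratin.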

The hair of the Cashmere goat is diversified into two main types, wool and cashmere, which exists together in the hair follicle group and are produced by the primary and secondary follicles, respectively. The two types are highly similar in terms of structure and composition; in general, wool has a medulla, whereas cashmere does not. Therefore, notable differences in fineness are present, which are correspondingly determined by the shape and size of the hair follicle. Hair growth regulation depends on the cyclic activities of the hair follicle and the successive catagen and telogen phases in the growth cycles [28]. In the anagen phase, cashmere rapidly grows under the control of related genes; keratin protein gene expression is the strongest at this time.

A previous study comparing human hair and different cashmere varieties identified significant differences in the high glycine tyrosine (HGT) keratin-associated protein (KAP) compositions of different animal wools; in particular, the HGT KAP (KAP6, KAP7 and KAP8) contents are less than 3% in human hair, 19% in sheep wool, and up to 30–40% in monotreme mammals [29]. The study also showed that in different species, the changes in the HGT KAP contents were closely related to hair quality. In addition, the studies of Jin et al. [30] have shown that KAP7.1 is a part of the cortex and inner root sheath structures, is involved in the formation of the inner root sheath of cashmere and keratinization of the hair shaft, and plays an important role in the growth of cashmere hair. Meanwhile, KAP7.1 is also expressed in the matrix of the secondary hair follicle. In humans, sheep and other mammals, KAP7.1 is not expressed in the outer root sheath (ORS), sebaceous glands or hair medulla but is expressed in the inner root sheath in both the primary and secondary hair follicles, which may be the reason for the differences in cashmere characteristics among different species [30]. Consistent with this hypothesis, research in Australian Merino sheep also concluded that HGT KAP expression is significantly reduced in mutants, which further indicates that the HGT KAPs can control the quality of the wool fiber [31]. In this experiment, the analysis of the Arbas Cashmere goat microarray revealed the up-regulated expression of keratin 27, keratin 34, keratin 85, KAP6 (EE752086) and KAP7 (EE757001), suggesting that under these experimental conditions, the Cashmere goat hair follicles enter the anagen phase early, inducing increased cashmere production. In addition, we also found significant expression of keratin 85. 

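Keratin-associated protein KAP7 (EE757001) had the highest mean log2 ratio of the probes measured and raised on all 3 arrays, 3.04 ± 0.56 (SD, n = 3), a fold change of 8.21. It was 2.41, 3.46 and 3.25 on replicates 1, 2 and 3, and its adjusted p from limma was 0.147. Over the alternatives fitted to the log2 ratios this adjusted p ranged from 0.0303, under median centring, to 0.387, and SAM called the probe as well. KAP6 (EE752086) had a mean of 1.77 ± 1.43, which rested mainly on replicate 3, with 1.11, 0.79 and 3.41 on the respective arrays and an adjusted p of 0.215. For K27 the ratios were 0.52, 1.05 and 1.99. From the up-regulation of these keratin and keratin-associated protein genes, the paper proposes that the hair follicles entered the anagen phase early.

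**Figure D2:**
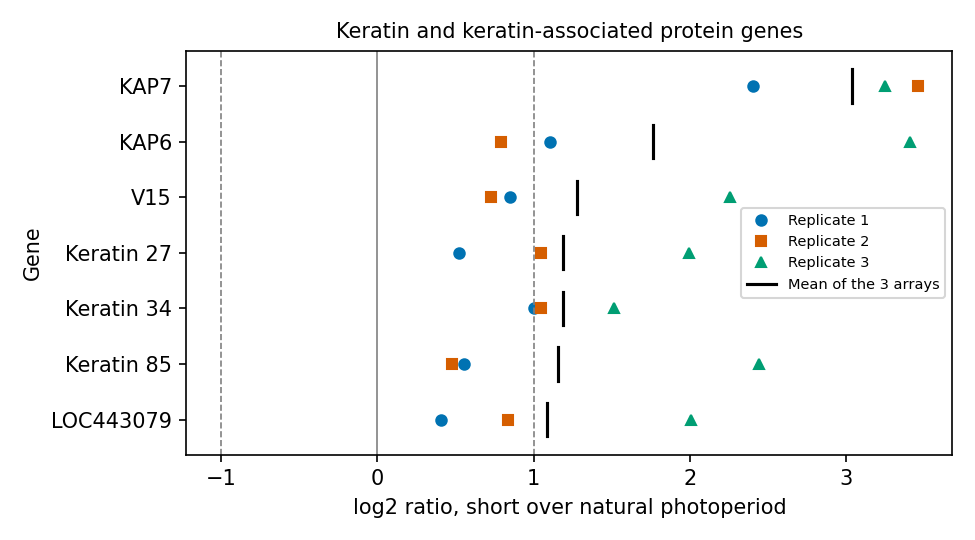
The log2 ratio of short over natural photoperiod (x axis) for 7 keratin and keratin-associated protein genes (y axis). Each symbol is 1 of the 3 arrays, the black bar is their mean, and the dashed lines mark a 2-fold change. All symbols lie above 0, and for every gene but KAP7 the highest is that of replicate 3.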

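On the arrays K85 had log2 ratios of 0.55, 0.48 and 2.45 on replicates 1, 2 and 3, so that only replicate 3 exceeded a 2-fold change. Its mean over all 3 had an adjusted p of 0.249 from limma.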

Although its role in the growth of cashmere is unclear, the hair matrix in the human hair follicle hair shaft is rich in keratin 85 [32], and mutations in the keratin 85 gene can lead to developmental disorders of the hair follicle and hair follicle appendages [33]. These results suggest that this structure plays an important role in hair structure; thus, keratin 85 expression likely indicates that the hair follicle has entered the anagen phase.

Type I and type II keratin intermediate filaments (KIFs) are coordinately expressed in the different parts of each hair follicle and are expressed with filament-associated proteins to form the structures that promote the growth of the hair follicle and fiber synthesis. Research has demonstrated that many epidermal cytokeratin pairs are expressed in a specific hair follicle cell layer [34].

Keratin is present throughout the epithelial tissue, and intermediate filaments are primarily composed of this protein and constitute the cytoskeletons of mammalian cells [35]. Tzu-Hao Chang et al. [36] found that KRT14, KRT19, KRT34, KRT-associated proteins (KRTAP) 1 to 5, and KRTAP2-3 were involved in the clustering of keratin (KRT) intermediate filaments. These genes are located on chromosome 17q21.2 and cause the formation of the actin cytoskeleton [36]. Therefore, the keratin intermediate filaments and the expression of the relevant downstream keratin genes are vital for the formation of the hair shaft. Thus, we can presume that these genes will be extremely active when the hair follicles enter the anagen phase, as shown in our study. Upon analysis of the microarray data, V15 (type I wool keratin intermediate filament eight c1), LOC443079 (type I keratin intermediate filament IRSa1) and the downstream genes LOC100526781 and keratin (34) were significantly up-regulated in the skin samples of the Cashmere goats in the experimental group, indicating that the genes that construct the hair shaft are highly active. These results provide important evidence that the shorter photoperiod can induce hair follicle growth.

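The ratios of V15 were 0.85 and 0.72 on replicates 1 and 2, and those of the first IRSa1 probe were 0.41 and 0.84. K34 reached 1.00, 1.04 and 1.52 on the 3 arrays and was thereby one of the 4 genes of Tables 3 and 4 that changed at least 2-fold on each of them. Its mean lay between 1.02 and 1.96 over the alternatives fitted to the log2 ratios.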

### Differences in the expression of genes related to the hair follicle peripheral skin appendages

Immune privilege (IP) occurs in the anagen phase [22]. In the hair bulb and hair follicle bulge, the down-regulation of MHC class I is always accompanied by the expression of immunosuppressive factors. Previous studies have found that class I and class II human leukocyte antigen (HLA) alleles are significantly down-regulated in the hair bulb and root sheath, and this down-regulation is accompanied by the up-regulation of a variety of immunoregulatory genes. Compared to the epidermis, SST (somatostatin) is significantly up-regulated in these tissues. SST expression is strongest in the outer root sheath of the hair follicle, and cultures of sheath cells in vitro also secrete SST [37]. Our results showed that SSTR2 (somatostatin receptor 2) was significantly up-regulated in the skin samples of the experimental group, whereas OVAR (an MHC class I antigen) expression was significantly down-regulated. These findings are in accordance with previous reports and demonstrate that the hair follicles have entered the anagen phase; accordingly, cashmere starts to grow.

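SSTR2 (AF335550) had a mean log2 ratio of 1.10 ± 0.70 (SD, n = 3), with 0.30, 1.62 and 1.39 on replicates 1, 2 and 3. OVAR (NM_001130934) had a mean of -1.11 ± 0.93, with -0.06, -1.84 and -1.41, so that replicate 1 showed the smallest change of both genes. A second probe of the same OVAR record gave -0.74 ± 0.92 and was higher on replicate 1, at 0.24. Under median centring the decrease of OVAR nearly vanished, to -0.046 and -0.020 for the 2 probes, so its size depends on the normalization of bright probes. The adjusted p from limma was 0.185 for SSTR2 and 0.226 and 0.334 for the OVAR probes. Somatostatin (SST) itself was measured by a pair of probes with means of 0.00 ± 0.29 and 0.07 ± 0.40, which were within their spread and changed sign under some other processings, to -0.21 and -0.17 under median centring.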

The relationship between the CYP (cytochrome P450) gene families and the control of hair follicle growth has been reported in numerous studies [38, 39]. CYP1A1 (cytochrome P450 1A1) is expressed at a low level in mouse skin; in contrast, it is expressed at a higher level in the hair follicle sebaceous glands [40]. Studies in goats have indicated that the expression of CYP17A1 (cytochrome P450 17A1) causes hypocortisolism in Angora goats in South Africa [41]. Our experimental results indicate that CYP17A1 is significantly up-regulated and that CYP1A1 is significantly down-regulated in the experimental group, which may be related to hair follicle growth and the construction of the hair follicle appendages during the anagen phase. This interesting phenomenon still requires further in-depth research.

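CYP17A1 (NM_001009483) is represented by a pair of probes that differ in size of change. The probe closest to the paper's fold change had a mean log2 ratio of 1.12 ± 0.61 (SD, n = 3), with 1.82, 0.82 and 0.72 on replicates 1, 2 and 3 and an adjusted p of 0.163. The other probe, printed on 5 spots and brighter, had a mean of 0.37 ± 0.29, with 0.68, 0.32 and 0.11 and an adjusted p of 0.266 from limma. Both were higher under the short photoperiod on every array.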

Tissue regeneration depends on an adequate blood supply, an important prerequisite of which is the formation of blood vessels, particularly in the early development and formation of the hair follicles [42]. As dermal papillae increase in number and size, more blood is required to transport nutrients and send signals; thus, a rich network of blood vessels is formed around the dermal papillae. During development, vascular endothelial growth factor (VEGF) is involved in regulating blood vessel formation. Moreover, as an important factor in blood vessel formation and regeneration, VEGF is expressed in skin during wound healing and the periodic vascular remodeling of the hair follicle. VEGF expression is particularly high when the dermal papillae are active to prompt blood vessel growth to meet the massive nutritional requirements of the hair follicles during anagen. Therefore, to some extent, VEGF expression indirectly reflects the degree of skin hair follicle growth [43]. It has been confirmed that the controlled release of VEGF in mice can induce cyclic hair follicle growth [44], and up-regulated VEGF expression can also lead to the regional growth of human hair follicles [45]. These studies have demonstrated the importance of VEGF for hair follicle growth and cyclic activities. To date, many studies have reported that VEGF receptor 2 (VEGFR-2) is expressed in the cells of human hair follicles, sebaceous glands, sudoriparous glands and other locations. VEGFR-2 plays an important role in the growth of the hair follicles [46] and is associated with bulge, K15 and K19 expression [47]. However, the role of VEGF in wool growth has been unclear. 

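VEGFR-1 is represented on the array by probes of several records, which did not give the same ratio. The FLT-1 probe of Table 3 was higher on all 3 arrays, by 1.28, 0.44 and 0.92 on replicates 1, 2 and 3. A second FLT1 record (AF233077) had 1 probe with a mean log2 ratio of 0.24 ± 0.31 (SD, n = 3), which became -0.094 under median centring, and 1 probe not well above background in Cy5 on every array. Neither probe of another VEGFR-1 record (AF513910) was well above background on every array in either channel, so no ratio is given. The VEGFR-2 probes had means of 0.33 ± 0.45 and 0.27 ± 0.43 and the VEGFA probes 0.07 ± 0.13 and 0.04 ± 0.14, all with adjusted p-values from limma of 0.401 or more.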

Our results reveal that the short photoperiod induced differential VEGFR-1 expression in the hair follicles in skin during the anagen phase, which provides important insight that VEGFR-1 may participate in the reconstruction of periodic Cashmere goat hair follicles, a possibility that should be investigated further.

### Differences in the expression of genes related to photoperiod

In Human hair growth model, the seasonal variation is not obvious, hair cycle is usually unsynchronized after age one. Unlike human, Cashmere goat is one of the typical species whose hair cycle is associated with hormone secretion and affected by the environmental change especially light cycle. In one year, the changeable length of sunlight can cause differences in hormone secretion, such as the pineal melatonin, forming a nerve-hormone regulation system to control hair follicle cyclic growth[48].It is surprising that the prolactin receptor (PRLR), responding to the photoperiod signal PRL in mammals, is expressed similarly in the two groups. In the Australian Cashmere goat, which exhibits seasonally dependent cycles of pelage, the increasing PRL during spring was shown to reactivate telogen follicles and induce them into the anagen phase [49]. Although PRL and melatonin have been shown to stimulate hair shaft elongation in vitro in Cashmere goats [50, 51], Wiltshire sheep show increasing PRL levels after experimentally extended photoperiods associated with a short-term inhibitory effect on growing anagen follicles [52, 53]. This phenomenon is consistent with the Arbas Cashmere goat, in which the reactivity and subsequent inhibitory effect of secondary hair follicles are observed in growing proanagen follicles. Although PRL was not detected in this study, PRLR mRNA has been reported in the dermal papilla and outer root sheath of ovine wool follicles and showed cycle-related patterns, indicating the dynamic regulation of PRLR by prolactin, which modulates the hormonal responsiveness of seasonally growing hair follicles [53]. This microarray chip contains the PRLR mRNA probe, but no differences were noted between the experimental and control groups. This lack of difference may have occurred because this method is not sufficiently sensitive or because PRLR is actually identical in the two groups. Indeed, at this stage, secondary hair follicles have been in the proanagen phase for up to three months. 

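The long form of PRLR (AF041257) was measured by a pair of probes with mean log2 ratios of 0.52 ± 0.37 and 0.50 ± 0.35 (SD, n = 3). Both were higher under the short photoperiod on all 3 arrays, with 0.66, 0.10 and 0.80 for the first probe, and had adjusted p-values of 0.224 and 0.223 from limma. The probes of the other PRLR record (NM_001009204) were not well above background in Cy5 on every array, and no ratio is given for them. Neither of the PRL probes was well above background in any channel of any array.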

The short photoperiod can shorten the proanagen phase and promote the entrance of secondary hair follicles into anagen immediately, resulting in fast-growing cashmere.

## Conclusions

A comparative study of histology and gene expression in Cashmere goat skin samples exposed to an artificial short photoperiod and natural conditions demonstrated that a short photoperiod causes the Cashmere goat hair follicles to enter the anagen phase early. The gene chip data demonstrate that differential gene expression is involved in hair follicle growth, hair shaft structure formation, and biological processes of the skin appendages; in particular, the active expression of keratin and cytoskeleton-associated genes during this period provides important evidence of hair shaft formation. The results reveal that photoperiod is the main factor affecting the growth of cashmere; under the short photoperiod conditions, genes involved in the hair follicle growth process will be mobilized to participate in cyclic hair follicle growth. Controlling the light cycle is an effective method for increasing the production of cashmere and can be widely used in actual livestock production.

How the deposited data were processed for this re-analysis (not part of the article)

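Skin of 3 goats under the short photoperiod and 3 goats under natural conditions was measured on 3 Agilent sheep arrays with 2 dyes, 1 pair of goats of the same parent per array. The deposited scanner files hold the mean intensity of each spot and the median intensity of its local background in Cy5 and Cy3, which the authors obtained with Feature Extraction and which are not normalized. They also hold the authors' processed intensity of each spot, with the background subtracted and the dyes normalized by lowess, in which a signal not above background is replaced by a surrogate value. The deposited log10 ratio of Feature Extraction is that of the processed signals and is set to 0 where no ratio was measured. The value table of the series holds the authors' log2 ratios of Cy5 over Cy3. For 99.96% to 100% of the 14958 probes with 1 spot these equalled the log2 ratio of the processed signals to within 0.001, surrogate values included. On replicates 1, 2 and 3, 403, 171 and 192 of these probes had surrogates in both channels, with a median log2 ratio in the table of 0.60, 1.24 and 2.16.

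The ratios used here were computed from the spot and background intensities in R 4.3.3 with limma 3.58.1. Normexp background correction with an offset of 50 was run on all spots, control spots were then left out, and loess was run within each array. Spots with any of 4 kinds of outlier flag on the feature were left out, spots of 1 probe were averaged, and probes with fewer than 2 arrays were not tested. The paper's methods state lowess normalization and a fold change of at least 2 or at most 0.5. They name SAM for more replicates than this series has. The fold rule was therefore applied to the mean log2 ratio, and limma's lmFit and eBayes tested each probe against 0, with Benjamini-Hochberg adjustment over the 14977 tested probes and a threshold of 0.05. Each array pairs 1 goat of each group, so this is a paired test. The fit of the separate channels estimated a correlation of 0.619 within spots and so also takes the pairs into account. The fit without the pairing takes the channels as unpaired samples and was added after the results were seen. The pairing comes from the paper, which compared each goat with a fellow of the same parent. A two-sided sign test of 3 arrays cannot give a p under 0.25, so no sign test of a single gene is reported. Slide and scan could not be used as a block because there was 1 of each.

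The test was checked on simulated ratios whose probe variances were drawn from limma's prior for these arrays. Of 200 changed probes among 14868, limma recovered 96% with 201 calls, 9 of them false, SAM recovered 96.5% with 204 calls, 11 of them false, and with no probe changed limma made 0 calls.

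The keratin, interferon and proliferation sets were tested with limma's camera at a correlation of 0.01, over probes with a value on every array, with adjustment over these 3 sets. Of the 12 marker lists, interferon and proliferation belong to these sets. Adipose, blood, circadian, hair matrix regulator, leukocyte, MHC class I, sebaceous and skeletal muscle lists were tested as a second family. The marker lists were matched to the probes by gene symbol. The epidermis list had 1 probe on all arrays and 0 probes carried a symbol of the aryl hydrocarbon receptor targets, so neither list was tested. Genes in the text are those of Tables 3 and 4, KAP6, KAP7, PRLR, PRL, SST, VEGF and its receptors, GAPDH, and the 5 probes with the largest increase and the 5 with the largest decrease that changed in the same direction on every array and were above background in the brighter channel. This rule asked for an adjusted p under 0.05 first, which 1 probe met, so the others were taken without it. The samples, the main tests, all but 3 of the alternatives and the rule were fixed before the data were examined. For a probe not above background in a channel on every array no ratio is given or compared between processings, except for 1 probe chosen by the rule, and this restriction was made after the values were seen.

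The alternatives were no background correction, Feature Extraction's own log ratio, normexp without an offset, median centring, filters on dim probes, keeping spots with an outlier flag, the authors' value table, leaving out each array, the mean of linear ratios, a 2-fold change on every array, the brightest probe of a gene, SAM, eBayes with trend and robust, the separate channels after Aquantile normalization, fry, and an estimated correlation. The gene ontology classes of the differentially expressed genes, the tissue sections and the qPCR were not analysed here. Figures were drawn with matplotlib 3.10.9.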

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

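The tests of technical and other explanations for GHRHR and the leukocyte list were chosen only after the results were seen. Beyond the genes the paper discusses, the rule for the largest changes brought up 6 probes. The growth hormone releasing hormone receptor (GHRHR) had a mean log2 ratio of -3.73 ± 0.64 (SD, n = 3), with -3.50, -4.46 and -3.24 on replicates 1, 2 and 3, a larger mean decrease than that of CYP1A1. Its adjusted p from limma was 0.139 and ranged from 0.0185 to 0.248 over the alternatives fitted to the log2 ratios, and SAM gave a q of 0.0429. A correction of each array's ratios for the base composition of the probes left it at -3.74, which argues against base composition as the cause. The dyes were swapped on 0 of the arrays, so a bias of this single probe for Cy3 and lower expression in the short photoperiod skin cannot be told apart. Without replicates 1, 2 and 3 in turn the ratio was -3.85, -3.37 and -3.98.

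EE746974 had a mean of -2.29 ± 0.88 and TC66598, which the array describes as tenascin-C, -2.10 ± 1.15, with adjusted p-values of 0.155 and 0.162. Among the increases, EE844179 had a mean of 1.83 ± 1.17 and EE813194 1.82 ± 0.78, with adjusted p-values of 0.182 and 0.155. The adjusted p-values of these 4 probes ranged from 0.0344 to 0.405 over the same alternatives. EE844179 rested most on replicate 2, where it was 3.18, and fell to 1.15 without it. The probe A_70_P058666, whose gene the array does not name, had 1.99 ± 1.03. Its Cy3 signal was well above background on 2 of the 3 arrays, and its mean ranged from 1.56 to 3.15 over these alternatives, so the size of its change is uncertain. All 5 changed in the same direction on every array. No technical explanation was tested for these 5 probes, and the dye limit stated for GHRHR applies to them too.

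The list of leukocyte marker genes, which the paper does not discuss as a group, was lower under the short photoperiod. Its 18 probes measured 10 genes, most of them by a pair of probes, so the probes are not independent. They had a mean log2 ratio of -0.50 ± 0.11 (SD of the array means, n = 3), with -0.47, -0.41 and -0.62 on the 3 arrays. Of the 18 probes, 17 were lower. The adjusted p was 1.1e-09 from camera with its preset correlation, 0.081 from fry and 0.441 from camera with the correlation estimated. Only the first of these called the list, and why the tests differ was not examined. When adjusted over the list alone 15 probes had an adjusted p under 0.05 and over all probes 0. One of the probes, that of FCGR1A, is a pick of Table 4, and 16 of the 18 were well above background in both channels. The brightest members, LYZ, FCER1G and FCGR1A, were all lower in their mean. The base composition correction left the mean at -0.51, and without any 1 array it stayed at -0.44 or lower, which argues against base composition and against 1 pair of goats as the whole cause. Of the 4 sign patterns of the arrays, 1, the real one, gave a camera p as small, but 4 patterns are too few to exclude chance. A smaller share of leukocytes in the short photoperiod skin may underlie the decrease, as a hypothesis, and lower expression within these cells or a shared dye bias was not tested.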

How the results depend on the processing

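The correction for base composition, the omission of exact zeros from Feature Extraction's log ratios and the fit of unpaired channels were added as alternatives only after the result was seen, although the test of base composition for the keratin set had been written down before the first fit. The count of 2-fold probes, 126 with 64 higher and 62 lower (115 genes), was 268 with 150 and 118 (247 genes) from Feature Extraction's log ratios, 198 with 115 higher (177 genes) with normexp offset 0, 370 with 293 higher and 77 lower (340 genes) with median centring, and 474 with 358 and 116 (437 genes) from the authors' value table. It was 17 with 11 and 6 (16 genes) when every array had to change 2-fold, and the mean of linear ratios turned the split to 115 higher and 35 lower. Leaving out 1 array gave 157 to 286 probes, 80 to 107 higher and 77 to 179 lower, and 143 to 261 genes. The other alternatives stayed within 1.5 times the count. Surrogate signals (175 probes) are a candidate explanation for part of the surplus of the authors' table, and the cause was not tested for the other counts.

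The count of adjusted p under 0.05, 1 from limma, was 0 with Feature Extraction's log ratios, where 2638 probes had an unadjusted p under 0.05, 1880 with median centring, 14 from the authors' value table, 8 with SAM and 164 from the separate channels with their correlation within spots, which called 9 of the 24 genes of Tables 3 and 4. With no replicate block for the pair of goats, that is with the channels as unpaired samples, 0 probes were called and 1085 had an unadjusted p under 0.05. Leaving out any 1 array gave 0 to 0 calls, with 1605 to 2433 unadjusted p under 0.05. With exact zeros left out, Feature Extraction's log ratios gave 5 calls. Limma called probes in simulated data with this number of arrays, but that recovery holds only for the sizes of change that were simulated. The simulation therefore cannot tell whether the number of arrays caused the low count. Of the genes of Tables 3 and 4, 1 was called, 0 with Feature Extraction's log ratios and without any 1 array (0 to 0), and 13 with median centring. Median centring leaves a trend of the ratio with intensity, and the exact zeros are a candidate explanation for the lost call with Feature Extraction's log ratios, while the cause of the other changes was not tested.

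The keratin set (0.58) and the interferon set (-1.08) kept their direction in every alternative. They kept their call in all but fry (adjusted p 0.27 for both) and camera with the estimated correlation (0.405 for both). The proliferation set (0.10) was not called, and with 1 array left out it ranged from -0.043 without replicate 3 to 0.30 without replicate 1, where camera called it (adjusted p 0.0402). Over its alternatives the adjusted p ranged from 0.0402 to 0.859. The mean array correlation, 0.287, was 0.505 with median centring, 0.578 over the 2-fold probes, and 0.178 to 0.362 with 1 array left out. No cause was tested for these.

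For single probes, 55 were followed, those above background in both channels on every array or picked by the rule for the largest changes. This restriction was made after the values were seen, and it left out near-zero ratios of dim probes that changed sign. The 55 were compared over 655 alternative values. Of these, 610 kept direction and side of the threshold, 28 gained a call, 4, all of CYP1A1, lost it, and 13 changed sign. The first SST probe (0.00) was -0.0058 without background correction, -0.012 with Feature Extraction's log ratios, -0.029 with normexp offset 0, -0.21 with median centring, -0.00014 with flagged spots kept and -0.012 in the authors' table, and from -0.089 to 0.17 with 1 array left out. The second was -0.17 with median centring and from -0.067 to 0.30 with 1 array left out. The FLT1 probe was -0.094 with median centring, and 1 VEGFA probe lay from -0.017 to 0.12 with 1 array left out. All were within their spread of 0. Signal over background limits the probes of PRL, of the PRLR record NM_001009204 and of the VEGFR-1 record AF513910, and 1 of the AF233077 probes of FLT1, for which no ratio is given.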

Differences from the paper's values

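In this part, only the fit of the channels as unpaired samples was chosen after the result was seen. With the probe of each gene that is closest to the paper's fold change in the authors' value table, none of the paper's fold changes or counts differed from those found here by more than both the spread of the arrays and 1.5 times. This choice favours similar values. The other CYP17A1 probe, with a fold change of 1.29 and a log2 ratio of 0.37 ± 0.29 (SD, n = 3), differed by more than both from the paper's 2.4345. The paper's 112 genes past the fold rule, 63 up-regulated and 49 down-regulated, stand beside 115, 59 and 56 here. Among the alternatives set before the data were examined, the filter on probes well above background in at least 1 channel came closest, with 111 genes, 55 higher and 56 lower, and no alternative gave the paper's split.

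The paper places FLT-1, TP63 and JAG1 among the genes with a fold change of at least 2, and their fold changes here were 1.84, 1.97 and 1.85. It places ddit3 and TLR7 among those at or below its lower limit, and here these were 0.504 and 0.54. In Feature Extraction's own log ratios and in the authors' value table all 24 genes of Tables 3 and 4 passed the rule, which follows from the choice of their probes by that table and tests nothing. Of the 24 probes, 23 passed with normexp offset 0 and 21 without background correction.

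The paper calls the genes of Tables 3 and 4 significantly changed by their fold change. With limma and adjustment over all probes 1 of the 24, CYP1A1, was called here. Median centring called 13 of them, the separate channels with their correlation within spots 9, and the channels as unpaired samples 0.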

Other observations

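In this part, the sign pattern count for the interferon set and the tests of the unadjusted p, of the authors' value table, of median centring and of Feature Extraction's log ratios were chosen only after the results were seen.

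The authors' value table held 358 probes with a mean of at least 2-fold higher, against 64 here, and 63 were in both. Of the 295 that were only in the authors' table, 175 (59.3%) had surrogate signals in both channels on at least 2 arrays, so surrogates are a candidate explanation for most of the surplus. Surrogates do not explain Table 3, since 14 of its 14 genes were well above background in both channels on every array. Their increase in Feature Extraction's own log ratios is not separate evidence, since these come from the same processed signals as the authors' table. The absence of calls with those log ratios may come from the exact zeros written where no ratio was measured. With the zeros left out, the adjusted p of CYP1A1 was 0.0289, against 0.237 with them.

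Median centring gave 1880 calls. Under it the median log2 ratio of the brightest probes was above that of an equal number of the dimmest by 0.47, 0.67 and 0.85 on replicates 1, 2 and 3, a mean of 0.67, against -0.02 after loess. A trend of the ratio with intensity that is shared by the arrays is therefore a candidate explanation for these calls. Whether it is a dye effect was not tested.

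Under loess, 2765 probes had an unadjusted p under 0.05, where chance would give 749, although 1 was called after adjustment. The base composition of the probes accounted for 0.646% to 1.61% of the variance of the ratios on an array, and after its removal the count was 2822, so it is not the cause of the surplus. A dye bias of single probes that repeats on every array would add to it and remains open, as does the photoperiod. With replicate 1, 2 or 3 reversed in sign, 543, 230 and 336 probes had an unadjusted p under 0.05, so the surplus is found only with the real signs. For the call after adjustment, 1 of the 4 sign patterns, the real one, gave as many calls. With 4 patterns chance cannot be excluded for either.

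For the increase of the keratin set, the base composition correction left the mean at 0.58, which argues against that explanation. Only the real one of the 4 sign patterns gave a set mean as large (1 of 4). With replicate 2 reversed, camera gave a smaller p than the real pattern, so by that measure 2 of the 4 were as strong, and chance cannot be excluded. Outside the 24 probes of the set, which have a value on every array, the largest change of a keratin probe was that of the keratin-associated protein 8-1 probe TC66218, singled out after its values were seen, at 2.91 and 4.81 on replicates 1 and 2. Its spot was left out on replicate 3 for an outlier flag, and with such spots kept the mean was 3.54.

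The interferon set had 8 probes, 2 of them of Table 4 genes (ISG17 and BST-2B), and 0 of the 8 were higher in their mean. Its mean was -1.08 ± 1.09 (SD of the array means, n = 3), with -1.05, -0.01 and -2.19 on replicates 1, 2 and 3, and an adjusted p of 0.00037 from camera. Without the table genes it was -0.79, with an adjusted p of 0.00333. When adjusted over the list alone 0 of its probes were called. By the camera p, 2 of the 4 sign patterns were as strong, so chance cannot be excluded. Fewer leukocytes in the short photoperiod skin would lower both lists alike. The interferon mean minus the leukocyte mean was -0.59 ± 0.98 over the arrays, and its sign was not the same on all of them, so this explanation stays open. The decrease also depends on which pair of goats is counted, since the mean was -0.53 without replicate 3 and -1.62 without replicate 2. An infection or another difference between single goats may be the source, which the value of -0.53 neither excludes nor singles out.

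A lower activity of the aryl hydrocarbon receptor was considered for the decrease of CYP1A1, but 0 of the listed target genes had a probe on the array, so it could not be tested.

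Of the other lists, the mean log2 ratio was 0.10 for proliferation (6 probes, camera adjusted p 0.574), -0.36 for adipose tissue (7 probes, 0.0779), -0.22 for blood (6 probes, 0.435), -0.25 for sebaceous gland (4 probes, 0.435), -0.17 for skeletal muscle (2 probes, 0.838) and -0.92 for MHC class I (2 probes, 0.151). The circadian list (10 probes) had a mean of 0.05 and a median of -0.08. The hair matrix regulators (21 probes of 9 genes) had a mean of 0.06 and a median of -0.12. Both had a camera adjusted p of 0.891. Of the hair matrix probes, 9 were higher and 12 lower, and opposite changes cancel in such a mean. The HOXC13 probes (0.87 and 0.83) and PADI3 probes (0.86 and 0.87) were higher on every array. The FGF7 probes (-0.28 to -0.65) were lower on every array. Over all probes, 0 of the list had an adjusted p from limma under 0.05. Both MHC class I probes with a value on every array are of OVAR in Table 4, and the other lists here hold 0 probes of table genes. When adjusted over the list alone, 2 skeletal muscle probes were called and 0 of the others. These 2 changed in opposite directions, with mean log2 ratios of -0.83 for PYGM and 0.48 for MYLPF. No explanation was tested for these lists.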
